A study of Mus musculus with 4 samples.

How the data were processed

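Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, in long-term hematopoietic stem cells (LT-HSCs) of C57BL/6 mice. Per the labels' protocols, 25000 LT-HSCs were sorted for a sample, lysed and tagmented for 1 h at 37 °C, and libraries were amplified with 11 to 12 PCR cycles and selected for fragments of 150 to 1000 bp. The labels give 2 young libraries (4 to 5 months) and 2 aged libraries (20 to 22 months), with replicate numbers 1 and 2 in each age. The peak names of libraries with the same replicate number share a tag whose meaning is not stated. Whether a library came from 1 mouse or from pooled mice, and the sex of the mice, are not stated in the labels.

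The authors deposited 8 peak lists, a narrow and a broad list for each library, so peaks were called per library and not on pooled reads. The layout of the lists is that of MACS, and their names carry a p threshold of 0.01. For each peak the deposited lists give a fold enrichment over background as a ratio, and a −log10 p-value and −log10 q-value, all computed by the authors within that library. The lowest −log10 p in the deposited narrow lists was 2.00 in every library, while the broad lists reached 1.00 in every library, so the broad lists hold weaker regions than the threshold in their names. The aligner, read shifting, duplicate removal, blacklist filtering and caller version are not stated by the labels or the lists. These steps can change the number of peaks. The fold and p of a peak were used here to describe, rank or filter peaks within its own list. They were also averaged over the 4 libraries to grade the strength of regions, so these steps can enter comparisons that use strength.

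The authors also deposited 2 tables of sites that differed between aged and young libraries, made with DiffBind per the file headers and names, one on narrow and one on broad peaks. In these deposited tables the levels are log2 mean normalized reads over all, over aged and over young libraries, and the fold is the log2 ratio of aged over young, with a p-value and an FDR. Checked on the values, the fold equalled the aged minus the young level within 0.01, the rounding of the tables. Only sites with an FDR up to 0.05 (narrow) or 0.0499 (broad) were listed. The normalization behind the levels is not stated. All 4932 narrow and 1325 broad sites were identical in start and end to a region made by merging the 4 libraries' peaks. The ratio of FDR to p in the tables implied about 27780 tested narrow sites and 286667 tested broad sites, against 113950 narrow and 286940 broad regions with a peak in at least 2 libraries. The lowest mean level was 7.25 in the narrow table and 3.67 in the broad table, and any filter behind this difference is not stated. The tables hold no values per library, so no site was retested, and every fold, level, p and FDR of a site is the authors' own.

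In the narrow lists several entries share an interval, one for each summit. They were reduced to 1 peak per distinct interval with the highest fold, −log10 p and −log10 q of its summits. Regions were made by merging overlapping or touching peaks of the 4 libraries, and a region counted as present in a library when at least 1 bp was covered by a peak. Overlap of 2 libraries was the base-pair Jaccard index, the length shared divided by the length covered by either. Positions are given 1-based. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and bedtools 2.31.1, and plots used matplotlib 3.10.9. On simulated peak sets all 300 planted aged-specific regions among 20000 positions were recovered, and overlaps equalled those of bedtools. For the gene list test, 190 of 200 simulated lists of 34 genes with a site share raised to 50% were called over 15000 genes, and 5 of 200 random lists. The comparison matched on strength, tested on simulated data of 20000 regions with 1000 sites, called 200 of 200 sets with a raised share near gene ends and 14 of 200 sets chosen by strength alone.

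The genome build is not named by the labels or the lists. It was settled by comparison with a RefSeq gene table of assembly GRCm38.p6, holding 21887 protein-coding genes on the autosomes, X and Y. Of the gene ends on a chromosome, 26.5% to 43.1% lay within 1000 bp of a peak of young replicate 1 with q under 0.05. With gene ends shifted by 2000 or 5000 bp the share was 5.69% to 15.9%, and the unshifted share was the highest on 20 of 20 chromosomes tested. Positions are therefore given as GRCm38. The gene table has no strand and no exons. The planned promoter class, within 1 kb of a transcription start, was replaced by a site midpoint within 1 kb of either end of a protein-coding gene, and the planned nearest transcription start by the nearest gene end. Whether a site lies in an exon, intron or UTR was not analysed here.

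Libraries of the ages were compared with an exact two-sided permutation test of the mean difference, whose smallest possible p with 2 against 2 libraries is 0.333. Overlaps and age-specific regions were set against the 3 ways to split 4 libraries into pairs. Counts of gained and lost sites were described with an exact binomial (Clopper-Pearson) 95% interval of the gained share. Sites are not independent replicates, so this interval and the binomial p describe the list and do not test an effect of age. The exact binomial p of the split is given for broad sites, since for narrow sites it was below the range of the computer's numbers, as were some Fisher p that are left out. Shares near gene ends and gene lists were compared with Fisher's exact test, two-sided, against reproducible narrow regions, meaning those with a peak in both libraries of either age. For gene ends the listed sites stayed among these regions, so the groups overlapped and the p are approximate. For the 4 list tests of the narrow table, raw p and Benjamini-Hochberg values are given where a listed gene had a site. Both gene lists, of 34 genes linked to HSC aging and 15 genes of progenitors and lymphoid cells, were written before the data were examined, and 49 of 49 symbols were found in the gene table. A list of 31 immediate-early and stress genes, not taken from the leading lost sites, was written afterwards. It and the HSC aging list were compared with 10000 draws of genes in the same bin, with 10 bins each for the strongest region and for the number of regions present in at least 2 libraries. Ranks of sites within a library were percentiles of −log10 p among the narrow regions with a peak in that library. Regions without a peak were set to 0, and the number of ranked regions differed between libraries. For chromosome dosage, weak broad peaks (q above 0.05) were counted in windows of 10 Mb, and windows with few peaks were left out. Expected lost sites of a chromosome came from regions of the other chromosomes in 20 bins each of −log10 p and width. Most sites named in the text were chosen by a rule set beforehand. These are the 5 gained and 5 lost narrow sites and the 2 gained and 2 lost broad sites with the smallest FDR. Up to 10 sites assigned to a listed gene within 100 kb were added by the same rule. The gained narrow site at Clca3a1 and the gained broad sites at Alcam, Neo1 and Wwtr1 were named after their values were seen.

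Alternatives set before the data were examined were peaks with q under 0.05 or p under 1e-05, the same number of peaks in every library or the top 50000, autosomes only, at least 50% of a region or site covered, overlap as a share of peaks, each library left out in turn, a replicate block, an FDR under 0.01, an absolute log2 fold of at least 1, gene-end distances of 500 bp and 3 kb, assignment within 10 kb or at any distance, reproducible regions with q under 0.05 as background, broad peaks for the coverage of sites, and the broad table in place of the narrow one for the gene lists. Added after seeing the data were the count of every summit, leaving out libraries in the overlaps, the broad table for gene ends and for coverage by peaks, broad differential sites at or above the lowest narrow level, and a background of the 27780 strongest reproducible regions for gene ends and gene lists. A further background for gene ends, also added after seeing the data, was unlisted reproducible regions in the same of 200 bins of strength, with 10000 draws. Strength there was the mean fold times the mean covered length, and 92.2% of the listed narrow sites were among the 27780 regions. The sequencing depth of the libraries is unknown from the peak lists and tables, so differences in depth could not be corrected and no counting interval is given for a site.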

Results

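The study asked which accessible sites in LT-HSCs, the rare self-renewing cells at the top of blood formation, are specific to age. Accessible regions were mapped by ATAC-seq in 2 libraries from young mice (4 to 5 months) and 2 from aged mice (20 to 22 months). The data were a narrow and a broad peak list for each library and the authors' 2 tables of differing sites. Sequencing depth was unknown, and the number and strength of peaks were the only measure of library quality. The narrow lists held 106186 distinct intervals in young replicate 1, 126292 in young replicate 2, 116700 in aged replicate 1 and 133131 in aged replicate 2. Between 81.4% and 86.9% of these had a q under 0.05. The broad lists held 242700, 461860, 322627 and 468792 peaks in the same order, of which 13.9% to 27.3% had a q under 0.05.

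The first comparison was whether aged cells had more accessible regions. The narrow lists averaged 116239 ± 14217 intervals in young (SD, n = 2) and 124916 ± 11618.5 in aged libraries (SD, n = 2). The difference of 8676.5 was smaller than the within-age SD of 12983, and the exact permutation p was 0.667. Leaving out young replicate 1 turned the difference to -1376.5 intervals, so this library decided its direction. Counting every summit, an alternative chosen after seeing the data, moved the difference most among the settings that kept all libraries, to 18429 summits. Broad peaks averaged 352280 ± 154970 in young and 395710 ± 103354 in aged libraries (SD, n = 2), a difference of 43429.5 with an exact permutation p of 0.667. Without young replicate 1 it was -66150.5, and without aged replicate 2 it was -29653. For broad peaks with q under 0.05 both aged libraries (66360 and 76387) lay above both young ones (66232 and 64328). The difference was 6093.5, with an exact permutation p of 0.333, the smallest possible. Aged replicate 1 (66360) was close to young replicate 1 (66232), so most of this difference came from aged replicate 2.

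Narrow peaks covered 62.6 ± 1.31 Mb in young and 60.6 ± 0.331 Mb in aged libraries (SD, n = 2). Both aged libraries (60.8 and 60.3 Mb) lay below both young ones (61.6 and 63.5 Mb), and the exact permutation p of 0.333 was the smallest that 2 against 2 libraries can give. The difference of -2.01 Mb was larger than the within-age SD of 0.953 Mb. It was -1.08 Mb without young replicate 2 and -1.10 Mb for peaks with q under 0.05. For peaks with p under 1e-05 it was -0.470 Mb with an exact permutation p of 1, and the ages overlapped (53.6 and 50.8 Mb in young, 51.0 and 52.4 Mb in aged libraries). The median interval was 462 and 384 bp in the young and 398 and 335 bp in the aged libraries, so the widths overlapped between ages. Broad peaks covered 242 ± 94.7 Mb in young and 223 ± 25.6 Mb in aged libraries (SD, n = 2), with an exact permutation p of 1. The broad difference of -19.5 Mb turned to 47.4 Mb without young replicate 2, the library with the longest covered length of 309 Mb, and to 1.24 Mb for peaks with q under 0.05.

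**Figure D1:**
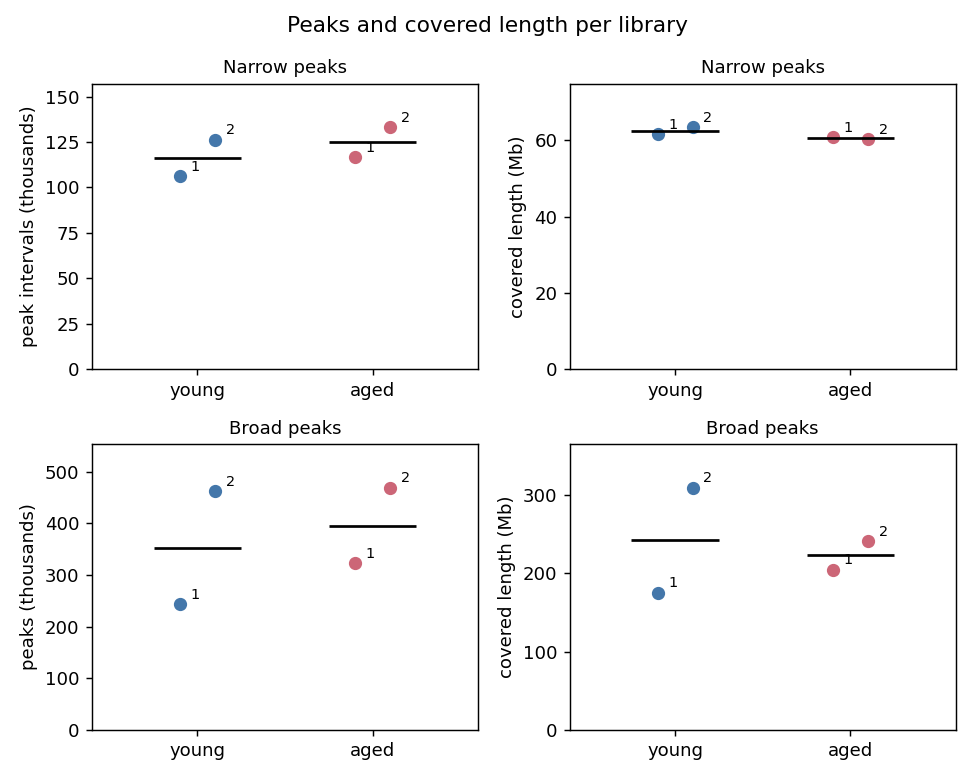
Number of peaks, in units of 1000, and covered length (Mb) of the narrow and broad lists, for young and aged libraries. Points are libraries, marked by replicate number, and lines are means of 2; the aged libraries covered less narrow length (60.3 and 60.8 Mb) than the young ones (61.6 and 63.5 Mb), while the other values overlapped between ages.

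Resemblance of libraries was compared next. The Jaccard index of narrow peaks was 0.615 between the young libraries and 0.606 between the aged libraries, and it was 0.575 to 0.625 over the 4 pairs of different age. The pair with the highest index, 0.625, was young replicate 1 with aged replicate 1. Same-age pairs exceeded different-age pairs by 0.0101 on average, the largest value of the 3 splits, the others giving -0.00594 for the split by replicate number and -0.00416 for the crossed split. With 3 splits no share under 0.05 is possible. The difference was -0.00496 without young replicate 2 and -0.000230 without aged replicate 2, so it rested on these libraries. For broad peaks the indices ran from 0.269 to 0.367, and the age difference of -0.00682 was below the 0.0143 of the split by replicate number. It turned to 0.00977 for broad peaks with q under 0.05, and it was 0.0308 without young replicate 1.

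Age-specific regions, with a peak in both libraries of an age and in neither of the other, addressed the design's question directly. Merging gave 181668 narrow regions, of which 76893 (42.3%) had a peak in all 4 libraries. There were 5286 aged-specific and 2959 young-specific narrow regions, 8245 in total. The split by replicate number gave 5679 such regions and the crossed split 6363, so the age split gave the most of the 3. The excess of aged-specific regions, a ratio of 1.79, depended on the peaks used. It was 2.18 for peaks with q under 0.05 and 2.19 for peaks with p under 1e-05. When every library contributed the same number of peaks, 3754 aged-specific and 3389 young-specific regions were found, and with the top 50000 peaks the order turned to 1693 aged-specific and 1825 young-specific regions. It also turned when at least 50% of a region had to be covered, with 5610 aged-specific and 5703 young-specific regions. Leaving out any 1 library raised the aged-specific count to between 8830 (without young replicate 1) and 29484 (without aged replicate 1), and the young-specific count to between 6406 (without aged replicate 1) and 24604 (without young replicate 1), since a region then had to meet fewer conditions. Of 857290 broad regions, 19837 were aged-specific and 15269 young-specific. These 35106 regions were fewer than the 47789 of the split by replicate number, of which 41523 were on 1 side. This order held for autosomes only, but the age split gave the most of the 3 for peaks with q under 0.05 (4230 regions against 2460 and 3449), for p under 1e-05, for the same number of peaks and for the top 50000. With the same number of peaks in every library the broad order turned to 9623 aged-specific and 11082 young-specific regions. With at least 50% of a region covered it turned to 14927 and 15254, and with the top 50000 peaks to 1671 and 1781. It kept its direction for q under 0.05 (2900 aged-specific against 1330 young-specific) and for p under 1e-05 (1813 against 948). Without aged replicate 1 the aged-specific broad count was 230551, and without young replicate 1 the young-specific one was 221263.

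**Figure D2:**
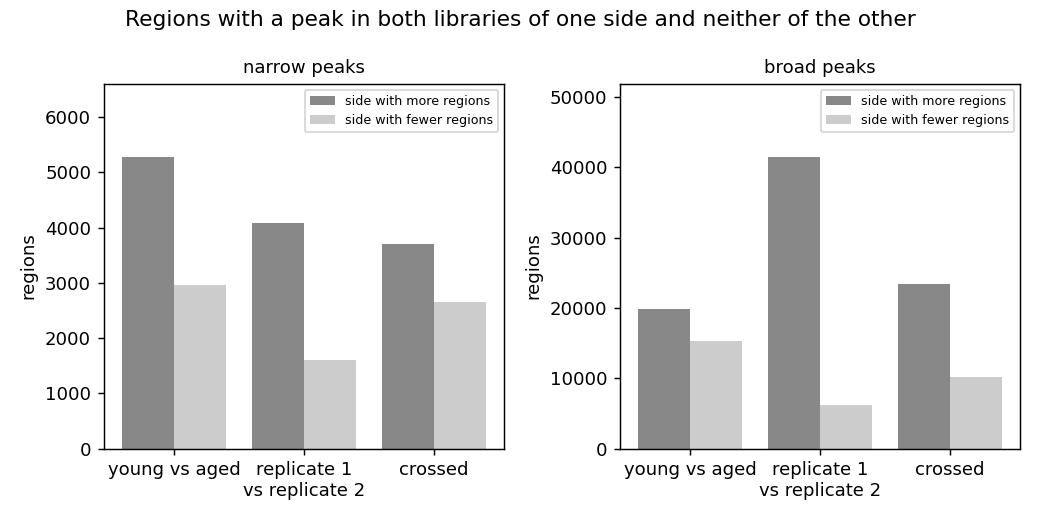
Regions with a peak in both libraries of 1 side of a split and neither of the other, for the 3 splits of the 4 libraries, with narrow peaks left and broad peaks right. Bars are counts on the 2 sides of a split; in the age split the higher bar is the aged side (5286 narrow, 19837 broad), and for broad peaks as deposited the split by replicate number reached 41523, an order that turned for peaks with q under 0.05 (4230 regions in the age split, 2460 in the split by replicate number).

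The quantitative comparison came from the authors. The authors' deposited table of narrow sites listed 4932 sites, of which 4905 had lower and 27 higher accessibility in aged libraries, a gained share of 0.547% (exact 95% interval 0.361% to 0.796%). In the authors' deposited table of broad sites 1079 were lost and 246 gained, a gained share of 18.6% (exact 95% interval 16.5% to 20.8%, exact binomial p of an even split 1.36e-124). Sites are not independent replicates, so this p describes the list. The listed sites correspond to 17.8% of the implied narrow sites tested and 0.462% of the implied broad sites. Lost narrow sites had a median log2 fold of -0.40 in the authors' deposited table, and gained narrow sites 0.78. For broad sites the medians in the authors' deposited table were -0.49 for lost and 1.93 for gained. The gained broad sites had a low level, with a median of 5.75 against 9.39 log2 normalized reads for the lost ones in the authors' deposited table. An FDR under 0.01 left 7 gained and 911 lost narrow sites, and 66 gained and 285 lost broad sites, of the authors' deposited tables. At an absolute log2 fold of at least 1 the direction of the broad split turned, with 241 gained and 103 lost broad sites in the authors' deposited table, while 6 gained and 32 lost narrow sites were left. Among broad sites at or above the lowest mean level of the narrow table, a setting chosen after seeing the data, 10 were gained and 1010 lost in the authors' deposited table.

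**Figure D3:**
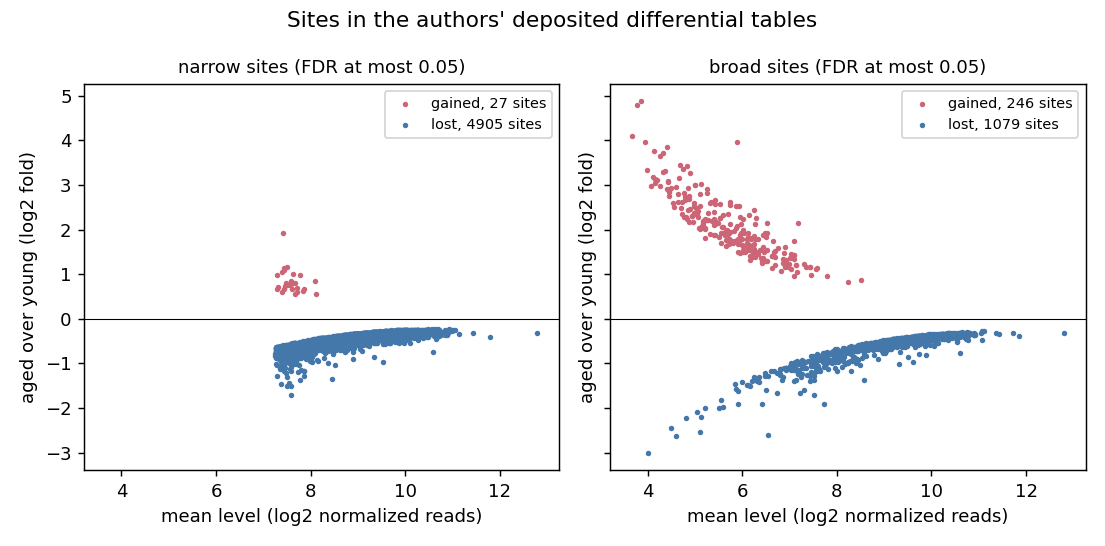
Log2 fold of aged over young against mean level (log2 normalized reads) of every site in the authors' deposited tables of narrow (left) and broad (right) sites. Points are sites with an FDR of at most 0.05, gained in red and lost in blue; listed folds are smaller at higher levels, and the narrow table starts at a level of 7.25 where the broad table starts at 3.67.

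Among the lost narrow sites, the smallest FDR in the authors' deposited table belonged to a site inside Fosb (GRCm38, chromosome 7, 19304932 to 19305687), which fell from 8.98 to 7.63 log2 normalized reads (log2 fold -1.35, FDR 4.78e-10). A site inside Ccnl1 (chromosome 3, 65955997 to 65956697) had a log2 fold of -1.70 at an FDR of 4.78e-10 in the authors' deposited table, and 1 inside Mcl1 (chromosome 3, 95662360 to 95663192) had -1.51 at 3.44e-07. At the Fosb, Ccnl1 and Mcl1 sites a narrow peak was present in both young libraries and in neither aged library. A site on the Y chromosome (90810759 to 90813216), 66904 bp from its nearest gene Gm52481, had a log2 fold of -0.86 (FDR 2.02e-08) in the authors' deposited table; the Y chromosome holds repeated sequence that can share reads, so this site is uncertain. The site at chromosome 8, 27106334 to 27107505, lay inside Adgra2 with the nearest gene end that of Brf2, and had a log2 fold of -0.99 (FDR 3.41e-06) in the authors' deposited table.

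The leading gained narrow sites all had a peak in each of the 4 libraries. By the authors' deposited table they were a site inside Kcnb2 (chromosome 1, 15678671 to 15679428, log2 fold 1.14, FDR 0.00248) and a site 26483 bp from Wars2 (chromosome 3, 99112818 to 99114430, log2 fold 0.85, FDR 0.00311). Next in the authors' deposited table came a site 58765 bp from Kcna4 (chromosome 2, 107231443 to 107232204, log2 fold 0.98, FDR 0.00314) and one 77625 bp from Nr2f2 (chromosome 7, 70273803 to 70274838, log2 fold 1.16, FDR 0.00335). The last was 24367 bp from Azin1 (chromosome 15, 38542845 to 38544479, log2 fold 1.00, FDR 0.00426, authors' deposited table). Chromosome 15 held 4.84% of the broad peaks of aged replicate 2 against 3.55% to 3.66% in the other libraries, which limits what this site shows.

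For broad sites, the largest losses by FDR in the authors' deposited table were a site 1389 bp from an end of Ubb (chromosome 11, 62553676 to 62555529, log2 fold -1.91, FDR 1.61e-13) and a site 2538 bp from Tpt1 (chromosome 14, 75848443 to 75853241, log2 fold -1.37, FDR 1.61e-13). A broad peak was present at the Ubb site in the 2 young libraries only and at the Tpt1 site in all 4, and none of them had a q under 0.05. Sequences like those of Ubb and Tpt1 occur elsewhere in the genome and can share reads. Both sites lay outside these genes and shared reads were not tested. Whether this affects the sites is open, and they stay uncertain. The gained broad sites with the smallest FDR in the authors' deposited table lay outside genes. At chromosome 5, 126537601 to 126538706, 688192 bp from Gm4868, the level rose from 2.84 to 6.80 log2 normalized reads (log2 fold 3.96, FDR 5.51e-09, authors' deposited table), with a broad peak in the 2 aged libraries alone. At chromosome 6, 76627911 to 76629381, 252991 bp from Ctnna2, the authors' deposited table gave a log2 fold of 2.14 (FDR 9.28e-08).

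Both tables were compared with each other and with the peaks. Of the broad sites, 923 (69.7%) overlapped a narrow site, in 977 pairs that all had the same direction in the authors' deposited tables. The overlap held 919 of 1079 lost broad sites (85.2%) and 4 of 246 gained ones (1.63%). Nearly all narrow sites had a narrow peak in every library, so the presence of a peak could differ little between ages. At lost sites the share with a peak was 99.96% and 99.94% in young and 99.90% and 99.84% in aged libraries, a difference of -0.0815 percentage points (exact permutation p = 0.333, the smallest possible), and at gained sites it was 100% in every library. With the top 50000 peaks, gained narrow sites were covered in 74.1% and 66.7% of cases in young and in 96.3% and 100% in aged libraries, a difference of 27.8 percentage points (exact permutation p = 0.333, the smallest possible). Lost narrow sites were then covered in 97.5% and 96.8% of cases in young and in 96.6% and 94.1% in aged libraries, a difference of -1.80 percentage points. Gained broad sites, compared after seeing the data, had a broad peak in 44.3% and 58.1% of cases in young and 99.6% and 100% in aged libraries.

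Location relative to genes differed between directions. A midpoint within 1 kb of a gene end was found for 2800 of 4900 lost narrow sites (57.1%), 2 of 27 gained ones (7.41%) and 15269 of 101196 reproducible regions (15.1%) on the chromosomes of the gene table. The share of gained sites minus that of lost sites was -49.7 percentage points (Fisher's exact test, p = 8.29e-08). Against reproducible regions gained sites differed by -7.68 percentage points (Fisher's exact test, p = 0.417), and lost sites by 42.1. Strong regions lie near gene ends more often, and the narrow table held strong regions. Against the 27780 strongest regions, of which 38.6% of those on these chromosomes were near a gene end, lost sites differed by 18.6 percentage points (Fisher's exact test, p = 6.96e-129) and gained sites by -31.1 (Fisher's exact test, p = 0.000495). Listed sites stayed among the reproducible regions and among the strongest ones (4548 of them). The groups of the Fisher tests against these regions thus overlapped, and their p are approximate. The background of strongest regions was not matched to the strength of either kind of site. Of the 18 gained sites within it, 17 ranked below 10000, while lost sites were most frequent among the strongest. Against unlisted reproducible regions of like strength, lost sites differed by 5.28 percentage points (57.2% against 51.9% expected, two-sided permutation p = 0.0002, the smallest that 10000 draws can give). Gained sites differed by -9.12 percentage points (7.41% against 16.5% expected, two-sided permutation p = 0.28), which is not a detectable difference. Strength thus differed between gained and lost sites too, and their difference was not matched for it. Both backgrounds were chosen after seeing the data. Gained broad sites, also compared after seeing the data, were near a gene end in 3.25% and lost broad sites in 49.4% of cases.

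The last comparison was whether genes known from HSC aging carried such sites. Of 34 genes on the HSC aging list, 1 had a gained narrow site (2.94%), against 20 of 17908 other genes (0.112%), an odds ratio of 27.1 (Fisher's exact test, p = 0.0391; adjusted over the 4 tests, 0.156). This rested on the 1 gene Clca3a1, named after its values were seen, whose site (chromosome 3, 144760279 to 144761797) had a log2 fold of 0.62 and an FDR of 0.0258 in the authors' deposited table. Lost sites were assigned to 5 genes of this list (14.7%) against 22.2% of other genes (odds ratio 0.604, Fisher's exact test, p = 0.408, adjusted 0.544). On the list of progenitor and lymphoid genes, 5 of 15 (33.3%) had a lost narrow site (odds ratio 1.75, Fisher's exact test, p = 0.348, adjusted 0.544) and 0 a gained one. After adjustment no test of the narrow table was under 0.05. At an FDR under 0.01 no listed gene had a gained narrow site, and the odds ratio of lost sites for the HSC aging list turned to 1.30. With the broad table, 5 of 34 HSC aging genes had a gained site against 151 of 17908 others (odds ratio 20.3, Fisher's exact test, p = 1.06e-05, adjusted 4.23e-05). The adjusted value under the other alternatives ran from 0.0560 (assignment within 10 kb) to 1 (FDR under 0.01). The background stayed that of narrow regions here, although 1.63% of gained broad sites overlapped a narrow differential site.

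By the authors' deposited table the listed genes with the smallest FDR were Nupr1, with a gained broad site inside the gene (chromosome 7, 126624849 to 126625752, log2 fold 1.61, FDR 0.00117) that had a broad peak in both aged libraries and no young one, with a q under 0.05 in aged replicate 2 alone, and Alcam, with a lost narrow site (chromosome 16, 52449999 to 52453685, log2 fold -0.36, FDR 0.00162). The broad site over the same Alcam position (52449971 to 52454374) also had -0.36 (FDR 0.00504) in the authors' deposited table. Lost narrow sites in the authors' deposited table were further assigned to Satb1 (chromosome 17, 51831459 to 51833628, log2 fold -0.48, FDR 0.00227), Jam2 (chromosome 16, 84773294 to 84775232, -0.48, FDR 0.00749) and Cdk6 (chromosome 5, 3341146 to 3344779, -0.29, FDR 0.00943). In the authors' deposited table Notch1 (chromosome 2, 26513063 to 26514064) had a log2 fold of -0.69 (FDR 0.0108). Ikzf1 had 2 lost sites on chromosome 11 in the authors' deposited table, at 11729892 to 11730704 (log2 fold -0.78, FDR 0.0127) and at 11684737 to 11686719 (-0.35, FDR 0.0139). A gained broad site lay inside Enpp5 (chromosome 17, 44082991 to 44084021, log2 fold 1.53, FDR 0.0134, authors' deposited table), with a peak of q under 0.05 in the 2 aged libraries only.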

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

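Of 169 alternative values of 24 results, 102 kept their direction and side of the threshold or stayed within the allowed range, 2 became stronger, 18 reversed and 47 moved. None of the tests of peak counts and lengths could pass 0.05 with 2 against 2 libraries, so an unchanged call there says nothing about stability. Leaving out libraries in the overlaps, counting every summit, the broad table for gene ends and coverage, the mean-level setting and the backgrounds of strongest regions and of regions of like strength were chosen after seeing the data. Where no reason is given, the cause was not tested.

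Across the 4 values that each left out a library, the difference in narrow peaks ran from -1376.5 to 18729.5, in broad peaks from -66150.5 to 153010, in narrow covered length from -2.93 to -1.08 Mb and in broad covered length from -86.5 to 47.4 Mb. Narrow covered length kept its sign under every alternative, at -1.10 Mb (q under 0.05), -0.470 Mb (p under 1e-05) and -1.88 Mb (autosomes only). The same-age overlap difference ran from -0.00496 to 0.0297 for narrow and from -0.0320 to 0.0308 for broad peaks. With fewer conditions to meet, aged-specific regions rose to 8830 to 29484 (narrow) and 26202 to 230551 (broad), and young-specific regions to 6406 to 24604 and 24256 to 221263.

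Peaks with q under 0.05 turned the broad covered length difference to 1.24 Mb, and p under 1e-05 to 1.67 Mb. The broad overlap difference turned to 0.00977 (q under 0.05), 0.00705 (p under 1e-05), 0.00669 (same number of peaks), 0.0104 (top 50000) and 0.00208 (share of peaks overlapped), and without a single library to 0.0308 (young replicate 1) and 0.00449 (aged replicate 1). The narrow overlap difference stayed between 0.00950 and 0.0120 under the settings that kept all libraries.

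Stricter thresholds leave fewer peaks, and q under 0.05, p under 1e-05 and the top 50000 gave fewer age-specific regions. The same number of peaks in every library instead raised young-specific narrow regions from 2959 to 3389. Aged-specific narrow regions fell to 3489 (p under 1e-05) and 1693 (top 50000), young-specific ones to 1590 and 1825, while requiring 50% of a region raised the latter to 5703, above the 5610 aged-specific ones. Aged-specific broad regions fell to 2900 (q under 0.05), 1813 (p under 1e-05), 9623 (same number of peaks) and 1671 (top 50000), and young-specific ones to 1330, 948 and 1781 (q under 0.05, p under 1e-05 and top 50000).

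By the authors' deposited tables, an FDR under 0.01 left 7 gained and 911 lost narrow and 66 gained and 285 lost broad sites, with 208 broad sites overlapping a narrow one. An absolute log2 fold of at least 1 left 6 gained and 32 lost narrow sites and 103 lost broad sites, so the excess of losses among narrow sites shrank from 4905 against 27 to 32 against 6. Among broad sites at this fold, 241 were gained, so gains outnumbered losses there. Only 10 gained broad sites were at or above the lowest narrow mean level.

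Coverage of gained sites, aged minus young, moved from 0 to 3.70 (p under 1e-05), 27.8 (top 50000) and 48.6 percentage points (broad table with broad peaks). For lost sites it moved from -0.0815 to -0.122 (p under 1e-05), -0.183 (same number of peaks), -1.80 (top 50000), -0.0204 (broad peaks) and -1.44 (broad table with broad peaks). The narrow lists saturate at the deposited threshold, which fixes the main value near 0. The gene-end difference of gained sites from reproducible regions passed 0.05 with the broad table (-11.8 percentage points, where weak broad sites were set against the same narrow regions, so part of it can reflect broad against narrow calls) and against the strongest regions (-31.1), but not against regions of like strength (-9.12). The difference of lost sites shrank from 42.1 to 18.6 against the strongest regions and to 5.28 against regions of like strength. An FDR under 0.01 turned the odds ratio of the HSC aging list to 0 for gained sites, where 6 genes in all kept a gained site, and to 1.30 for lost sites.

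The labels do not say that a replicate number marks a shared batch, so the numbers were not taken as pairs. Over regions with a peak in all 4 libraries, the deviations of libraries with the same number had a correlation of -0.0561 for narrow and 0.0801 for broad peaks, across regions that are not independent. For broad peaks as deposited the split by replicate number had the highest overlap difference (0.0143), and both libraries numbered 2 had more peaks than both numbered 1, so a shared batch is not excluded. With a replicate block the mean differences were unchanged at 8676.5 narrow and 43429.5 broad peaks, and at -2.01 and -19.5 Mb, with sign-flip p of 0.5, 0.5, 0.5 and 1, where 0.5 is the smallest possible. Under the block the overlap differences were 0.00950 for narrow and 0.000464 for broad peaks, the latter of opposite sign. Within replicate numbers 1 and 2 the differences were 10514 and 6839 narrow peaks, 79927 and 6932 broad peaks, -0.848 and -3.16 Mb of narrow length, and 29.3 and -68.4 Mb of broad length.

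Sequencing depth was unknown, which limits every comparison of peak numbers and of regions absent from a library. An absent peak is a peak not called at this depth.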

Other observations

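The tests of gene density on chromosome 15, of matched rank and width on chromosome 19, and of matched genes for both gene lists were set before their results were seen. The tests of scale, minimum level, scaling of the tables, single libraries, numbers of peaks and chromosome dosage were chosen only after the result was seen, as were the limits by which each test was judged. The number of HSC aging genes with a gained broad site had been seen before the matched test was set.

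Almost all narrow sites in the authors' deposited table were lost with age, and losses were listed more often among strong regions. Of the 1000 strongest reproducible regions 440 (44.0%) were listed as lost and 0 as gained, against 8.31% and 0.0956% of those ranked 10001 to 27780. Listed folds were smaller at higher levels, so a small fall can reach the FDR limit more readily at a strong region. The higher share thus does not show that strong regions lost more accessibility. If accessibility had fallen at the lost sites alone, they should rank lower among the peaks of aged libraries. Their median rank percentile by −log10 p was 91.5 and 92.9 in young and 92.2 and 91.3 in aged libraries, a difference of -0.496 percentile points. Percentiles were taken among the regions with a peak in each library, and the aged narrow lists were longer on average. More weak peaks raise the percentile of a strong site, so a fall in rank of the lost sites can be partly hidden. Lowering the −log10 p of these sites by their listed fold would have moved them by -5.83 points in young replicate 1 and -5.18 in young replicate 2. Besides the length of the lists, a library-wide scale difference left in by the authors' normalization could give the unchanged percentile. A lower share of reads in peaks in aged libraries would be such a difference. Shares of reads in peaks were unknown. The median fold enrichment of narrow peaks overlapped between ages (4.75 and 4.45 in young, 4.56 and 5.14 in aged libraries). This median was taken over the peaks called in each library, whose number differed and whose depth was unknown. It therefore cannot decide whether such a lower share was present. The rank follows the summit and not all reads of a site, so a loss on the flanks stays open, as does a general loss of accessibility with age, which the scale of the tables could equally reflect. For the 32 lost sites with a log2 fold of -1 or lower the rank fell by 17.4 percentile points, from 57.5 and 60.0 in young to 43.2 and 39.5 in aged libraries, which a common factor does not give. Lowering their −log10 p by the listed fold would have moved them by -25.7 points in young replicate 1 and -24.4 in young replicate 2. In the aged libraries 28 and 26 of these sites had a peak, against 32 in each young library. They were selected for a low level in these same aged libraries, so selection may account for part of the fall. These sites, with Fosb, Ccnl1 and Mcl1 among them, are candidates for site-specific loss, as a hypothesis. Gained narrow sites rose in rank by 20.9 points, where their listed fold would have given 19.1 in young replicate 1 and 17.7 in young replicate 2. The gained sites were selected for a high level in these same aged libraries. Selection, and aged narrow lists that were longer on average, may account for part of the rise.

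The gained share was 0.547% in the narrow and 18.6% in the broad table. Among broad sites at or above the lowest narrow mean level it was 0.980%, so a minimum read level among the tested narrow sites may account for most of the difference. A different scaling of the 2 tables would have shifted the folds of sites listed in both, and their median difference was 0 (5% to 95% range -0.06 to 0.11), which argues against different scaling of the 2 tables.

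Gained broad sites were low in young libraries, and 1 aged library alone could have made them. A broad peak with q under 0.05 was present at 43.5% of them in aged replicate 1 and 82.1% in aged replicate 2, against 7.32% and 6.91% in the young libraries. Such peaks were more frequent in both aged libraries, most often in aged replicate 2. With p under 1e-05 the shares were 14.6% in aged replicate 1 and 51.6% in aged replicate 2, against 0.813% and 2.03% in the young libraries. The sites were selected for a higher level in these same aged libraries, which itself favours a higher share there. The shares are therefore no independent evidence of the gain, and its size is likely overstated.

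The excess of aged-specific over young-specific narrow regions was a ratio of 1.79. With the same number of peaks in every library it was 1.11, and with the top 50000 peaks 0.928, so unequal numbers of peaks may account for most of it. At stricter thresholds, where the numbers of peaks stayed unequal, it was 2.18 (q under 0.05) and 2.19 (p under 1e-05).

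In aged replicate 2, chromosome 15 held 4.84% of all broad peaks, against 3.66%, 3.55% and 3.59% in young replicates 1 and 2 and aged replicate 1. Weak broad peaks, with q above 0.05, showed the excess in 11 of 11 windows of 10 Mb, from 0.34 to 0.71 on the log2 scale against the mean of the other 3 libraries. Of 238 windows on other autosomes 116 were above 0, and 5 reached the lowest value of chromosome 15. Windows of other chromosomes with like gene density did not show it, since the chromosome 15 windows lay a median of 0.54 above them (0.42 to 0.68), which argues against a background that follows gene density. A chromosome-wide excess is consistent with a dosage difference of chromosome 15 in at least some cells of this library. Narrow peaks showed it more weakly, with 4.09% on chromosome 15 against 3.63% to 3.77%. Chromosome 10 was the lowest in the same library, at -0.25 on the log2 scale for weak peaks. With 1 library, an acquired gain in aged cells and other chromosome-wide causes stay open, and no biological explanation was tested. Of the gained sites in the authors' deposited tables, chromosome 15 held 2 of 27 narrow and 12 of 246 broad ones, and lost narrow sites were fewer than expected on chromosome 15 (122 of 4905).

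Lost narrow sites were over-represented on chromosome 19, with 231 sites where 143 were expected (SD 10.1) from regions of other chromosomes with like rank and width, a ratio of 1.61. Strong and wide regions being more common there thus do not account for it. A lower dosage of chromosome 19 in aged libraries would lower the share of weak broad peaks in both, and this share was 1.79% and 1.65% in young and 1.74% and 1.93% in aged libraries, with aged replicate 2 above young replicate 2 by 0.23 on the log2 scale. The ratio was also raised on chromosomes 12 and 18 (1.30 each) and lowered on chromosomes 15 (0.651), 11 (0.682) and 9 (0.731). GC content was not analysed here, and a difference with age that follows chromosome composition stays open and untested.

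Leading lost sites lay at genes of immediate-early and stress responses, among them Fosb, Ccnl1 and Mcl1. In a list of 31 immediate-early and stress genes, not taken from the leading sites, 9 had a lost narrow site against 8.94 expected from genes matched on strongest region and number of regions (10000 draws, one-sided permutation p = 0.56). For lost broad sites 5 of these genes had one against 2.44 expected (p = 0.088, permutation). The list left out genes already seen at lost sites, which biases it toward no excess. Whether strong regions being called more often account for the pattern, or a change of the whole class, cannot be told apart from it. A difference in the time from sorting to lysis and a lower stress response of aged cells also stay open and untested.

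Genes of the HSC aging list had gained broad sites more often than matched genes. Of 34 genes 5 had one (Alcam, Enpp5, Neo1, Nupr1 and Wwtr1) against 0.475 expected from genes matched on strongest region and number of regions, with a one-sided permutation p of 0.0001, the smallest that 10000 draws can give. Gained broad sites were weak, with a median level of 5.75 against 9.39 log2 normalized reads for lost ones in the authors' deposited table, so matching on the strongest narrow region could hardly have removed the excess and does not decide whether calling accounts for it. The sites at Neo1 and Wwtr1 had an FDR of 0.0449 and 0.0452 in the authors' deposited table and a peak with q under 0.05 in aged replicate 2 alone, as had Nupr1, so part of this rests on 1 library. The gained Alcam site had such a peak in young replicate 1 as well. The gained sites at Alcam, Neo1 and Wwtr1 were named after their values were seen. The list was written from knowledge of genes that rise in aged HSCs, and accessibility gained near such genes stays open as a hypothesis beside an effect of calling, since the table lists few gained sites and has no values per library.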
